A study of Mus musculus with 2 samples.

How the data were processed

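Single-cell RNA sequencing of mouse ES cells of the R1 line was analysed, with 1 library of the LB condition and 1 of the LBPXRS condition, each taken 72 h after the start of treatment. Cells were captured with 10x Chromium 3′ v2 chemistry, per the labels' protocols. The deposited values are raw UMI counts per gene and cell barcode, made by the authors with Cell Ranger 4.0.0, per the file headers. The genome build and the gene annotation behind these counts are not given in the sources used here. The lowest total was 506 UMIs in LB and 500 in LBPXRS. The matrices list 32285 genes, of which 32235 identifiers matched GENCODE vM21 (GRCm38); this annotation was used for chromosomes, coordinates and transcript sequences only.

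Barcodes with fewer than 1000 genes or with more than 10% of UMIs from mitochondrially encoded genes were left out, 225 (11.2%) in LB and 406 (13.1%) in LBPXRS. These barcodes held 1.60% and 1.39% of the UMIs. The share of barcodes expected to be doublets, 0.8% per 1000 barcodes of a library, was then removed by highest Scrublet score, 29 cells in LB and 67 in LBPXRS; the automatic threshold of Scrublet marked 18 and 10. Counts of the kept cells were summed per library and scaled to CPM by the library total. A gene was measured when it had at least 1 CPM in either library, and a library with 3 counts or fewer was set at the floor of 3 counts for the size rule of at least 2-fold. Ratios have exact conditional binomial 95% intervals. With 1 library per condition no test was made, and the intervals cover counting error only.

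The 31 gene lists comprised 12 lists of cell state markers and 19 lists of pathway and process genes. For each, the measured members at least 2-fold higher and lower were counted, and the median log2 ratio was placed as a percentile among 10000 random lists of the same size matched on mean expression, as a description of these 2 libraries. Lists share members with other lists. Gene lists, filters, thresholds and most alternatives were fixed before the data were examined. Genes are named by a rule fixed at the same time: the 12 of highest and the 12 of lowest ratio with at least 20 CPM in either library, leaving out mitochondrial, ribosomal protein and unnamed genes; the 2 members of highest and the 2 of lowest ratio of each list; 40 preset genes; and the 5 leading genes of each cluster. Other genes are said to have been chosen after their values were seen.

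For shares of cells with a UMI, counts of each cell were drawn down at random to 11000 UMIs, which used 1617 LB and 2405 LBPXRS cells, and shares have exact Clopper-Pearson 95% intervals. A share of 0 is given with the limit of 3 counts of the total. Cells of both libraries were clustered together after scaling to 10000 UMIs per cell and log transformation, with 2000 variable genes, 30 principal components, 20 neighbours and Leiden resolution 1. A cluster was named when at least 3 markers of a class were at least 2-fold higher than in the other cells of the same library at 5 CPM or more. Further conditions were set after the data were seen: at least 1 such marker among the 10 leading genes, at least 25% of the detected markers of the class, and a median of at least 0.5% mitochondrial UMIs.

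Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. The summed-count comparison of LBPXRS against LB was tested on simulated data with 12756 measured genes. Of 100 genes changed 4-fold, 99% were called, 6 of 12557 unchanged genes were called, and the intervals covered the true ratio in 95.1% of cases. The simulated counts were Poisson, the model behind the intervals, so this coverage does not speak to variation between libraries. Of 400 random lists drawn from all measured genes, 6% lay below percentile 5 and 4.75% above percentile 95. An earlier version of this test drew the lists from unchanged genes only and gave low percentiles; the draw was changed after that result, and the reason was not established. In the clustering step, 18 planted cells with 12 marker genes fell in 1 cluster. The simulated cells were all drawn from the average LB profile, without cell states, and the other cells had no counts of these 12 genes. This setting is easier than the real library, so it does not show that a rare state would be found there.

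Alternatives changed the scaling, the weighting of cells, the cell filter, doublet removal, the CPM floor, the fold, the thinned depth and the clustering settings. Alternatives without cells under 0.5% mitochondrial UMIs and without the genes of chromosomes 8, 11 and Y were chosen after the data were seen. A comparison of LBPXRS with LB cluster 1 alone was also added then. Its background test took all T UMIs of that cluster as free RNA with the profile of the LB library and subtracted them. No raw reads were available, so allele, splice and intron counts were left out.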

Results

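The transcriptomes of single mouse embryonic stem (ES) cells were compared between 2 culture conditions after 72 h in N2B27, a serum-free medium. The labels give the cells of both libraries as R1, an established mouse ES cell line. The first condition, LB, contained LIF, a cytokine that sustains naive pluripotency through STAT3, and BMP4, a ligand of the BMP receptors, with the cells on gelatin. The second, LBPXRS, contained LIF and BMP4 together with PD0325901 (an inhibitor of MEK in the FGF/ERK cascade), XAV939 (a tankyrase inhibitor that blocks WNT signalling), SB431542 (an inhibitor of the Nodal/TGF-β type I receptors) and a resorcyclic lactone, whose target the labels do not give, with the cells on fibronectin. The coating therefore changed together with the compounds. Y-linked genes and the genes of chromosomes 8 and 11 also differed between the libraries as sets (below). A difference between the cell populations therefore cannot be told apart from the conditions. The series asks whether FGF, TGF-β and WNT activity restrains the induction of a totipotent-like state by BMP4. Each condition was represented by 1 droplet library (10x Chromium 3′ chemistry), so there were no replicates and no test between the conditions was made. Intervals are exact 95% intervals (Clopper-Pearson for shares and ratios, Poisson for CPM) and cover counting error only.

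The deposited matrices held 2008 barcodes with 46230530 unique molecular identifiers (UMIs) for LB and 3111 barcodes with 52560769 UMIs for LBPXRS; the aim was 5000 cells in each. After filtering, 1754 LB cells with 44484774 UMIs and 2638 LBPXRS cells with 50412349 UMIs were kept. The median kept cell had 25325.5 UMIs and 4503 genes in LB, and 19030.5 UMIs and 3797 genes in LBPXRS. Mitochondrial transcripts made up a median of 2.71% and 2.53% of UMIs.

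Hand1, T and Cdx2, regulators of mesoderm and trophoblast, had 0 to 3 UMIs in LBPXRS. Among the 12 genes of lowest ratio, Hand1, a regulator of mesoderm and trophoblast, had 3788 UMIs in LB and 0 in LBPXRS, at least 1431-fold lower against a floor of 3 counts per library. The primitive streak regulator T (Brachyury) was at 101 CPM (counts scaled to a common library total; 97.7 to 104) in LB and had 3 UMIs in LBPXRS, a ratio of LB over LBPXRS of 1691 with a counting interval of 578 to 8202. The caudal and trophectoderm factor Cdx2 was at 45.9 CPM in LB with 1 UMI in LBPXRS (LB over LBPXRS 2313, interval 415 to 91401). Ratios that rest on 1 to 3 UMIs are ratios of the counts themselves, without the floor, so their intervals are wide and they do not rank these genes against Hand1. The Nodal antagonists Lefty1 and Lefty2 were 313-fold (175 to 628) and 301-fold (172 to 584) lower, and Trh, which encodes thyrotropin-releasing hormone, was 464-fold lower (333 to 666). The same ranking also held interferon-inducible genes: Psmb8, an immunoproteasome subunit, was at 150 CPM in LB and had 1 UMI in LBPXRS, Isg15 was at 61.8 CPM and had 3 UMIs, and Gbp2 had 1227 UMIs against 0. The Y-linked gene Eif2s3y had 1651 UMIs in LB and 0 in LBPXRS. At the other end of the ranking stood the transcription factor genes Olig2, with 1 UMI in LB and 1642 in LBPXRS (LBPXRS over LB 1449, interval 260 to 57264, also without the floor), Vax2, 56.4-fold higher (42.9 to 75.7), Gata2, 16.2-fold higher (12.9 to 20.8), and Hesx1, 16.2-fold higher (14.3 to 18.4). Apoa2, an apolipoprotein gene, was 89.7-fold higher (48.5 to 188), the transglutaminase gene Tgm2 25.1-fold higher (18.7 to 34.5) and the aquaporin gene Aqp3 19.9-fold higher (16.7 to 23.9).

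Of 13246 genes with at least 1 CPM in either library, 1650 (12.5%) were at least 2-fold higher in LBPXRS and 2175 (16.4%) at least 2-fold lower; these are counts by size, not by a test. The median log2 ratio of these genes was −0.16, and scaling by the median of ratios moved it to −0.0021, so ratios near 1 depend on the scaling and changes are to be read against this shift. The excess of lower genes also depended on it: of the genes past 2-fold, 43.1% were higher and 56.9% lower by library totals, and 52.1% and 47.9% by the median of ratios. Without the genes of chromosomes 8, 11 and Y, an alternative chosen after the data were seen, 1506 genes were higher and 1651 lower.

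The target lists of the 3 inhibited pathways had lower medians in LBPXRS than in the whole LB library. Of 25 measured FGF/ERK target genes, 19 were at least 2-fold lower and 0 at least 2-fold higher, with a median log2 ratio of −1.86 that lay below all 10000 random lists matched on expression. The feedback inhibitor Spry4 was 73.9-fold lower (28.5 to 273), the ERK phosphatase gene Dusp6 lower at 17.8 CPM in LB and 0.893 CPM in LBPXRS, and Egr1, an immediate early transcription factor gene, 17.7-fold lower (13.1 to 24.7). Myc was 84.6-fold lower (42.6 to 197). Of 19 measured WNT targets, 13 were at least 2-fold lower and 1 higher (median −2.85, below all random lists). The negative feedback gene Axin2 was 29.3-fold lower (20.2 to 44.0) and the transcription factor gene Sp5 151-fold lower (69.0 to 412). Ascl2 was the member at least 2-fold higher (3.73-fold, 3.11 to 4.49). The FGF/ERK member Dusp4 (2.10-fold lower) and the WNT member Znrf3 (2.06-fold lower, named after its value was seen) lie on chromosomes 8 and 11. Genes of these chromosomes were lower as sets (below), so members near 2-fold may pass only with that shift. Of 17 measured Nodal/TGF-β targets, 9 were at least 2-fold lower and 2 higher (median ratio 0.499, percentile 0.01). Lefty1 and Lefty2, feedback inhibitors of Nodal, were the members of lowest ratio, whereas Gsc was 2.33-fold higher (2.02 to 2.70) and Nodal itself stood at 18.6 CPM in LB and 12.1 CPM in LBPXRS. Against the 758 naive-like LB cells alone, a comparison chosen after the data were seen, 15 of the 19 lower FGF/ERK targets, 7 of the 13 WNT targets and 6 of the 9 Nodal/TGF-β targets were still at least 2-fold lower. On the other side, 0 of 25 FGF/ERK, 2 of 15 WNT and 4 of 16 Nodal/TGF-β targets measured there were at least 2-fold higher. The median log2 ratios against the naive-like LB cells were −1.37, −0.86 and −0.78. After all T UMIs in these cells were taken as background and subtracted with the profile of the LB library, 15, 6 and 6 lower members remained, the loss among WNT targets being T itself, which this step removes by construction.

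BMP4 was present in both media, and the BMP targets went both ways. Of 15 measured members, 7 were at least 2-fold lower and 4 at least 2-fold higher, with a median log2 ratio of −0.79 (percentile 0.305). Id1 and Id3, direct SMAD1/5 targets, were 9.62-fold (8.98 to 10.3) and 22.7-fold (20.3 to 25.4) lower, and the homeobox gene Msx1 32.1-fold lower (24.5 to 42.8). Id2 was 1.73-fold lower (1.63 to 1.84). Gata2 and Tbx3 (3.95-fold, 3.70 to 4.24) were the members of highest ratio. The direction of this list depended on the LB cells compared: against the 758 naive-like LB cells alone its median was 0.73, with 6 members higher and 2, Id1 and Id3, lower. Among 13 LIF/STAT3 targets 4 were at least 2-fold higher and 3 lower (median 0.49, percentile 99.7), and against the naive-like LB cells alone 3 were higher and 2 lower (median 0.21, percentile 86.5). Klf4 was 5.56-fold higher (5.28 to 5.85) and Tfcp2l1 4.73-fold higher (4.42 to 5.08), Socs3 1.49-fold higher (1.42 to 1.57), and Gbx2 lower at 3.30 CPM in LB and 0.714 CPM in LBPXRS. Of 32 measured signalling ligands and receptors, 11 were at least 2-fold lower and 3 higher, against 3 lower and 4 higher (median 0.01) when set against the naive-like LB cells alone. Fgf8 was 150-fold lower (109 to 212), endogenous Bmp4 112-fold lower (72.9 to 181) and Wnt3 43.4-fold lower (31.0 to 62.6), whereas Fgf4 was 5.18-fold higher (4.92 to 5.45).

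**Figure D1:**
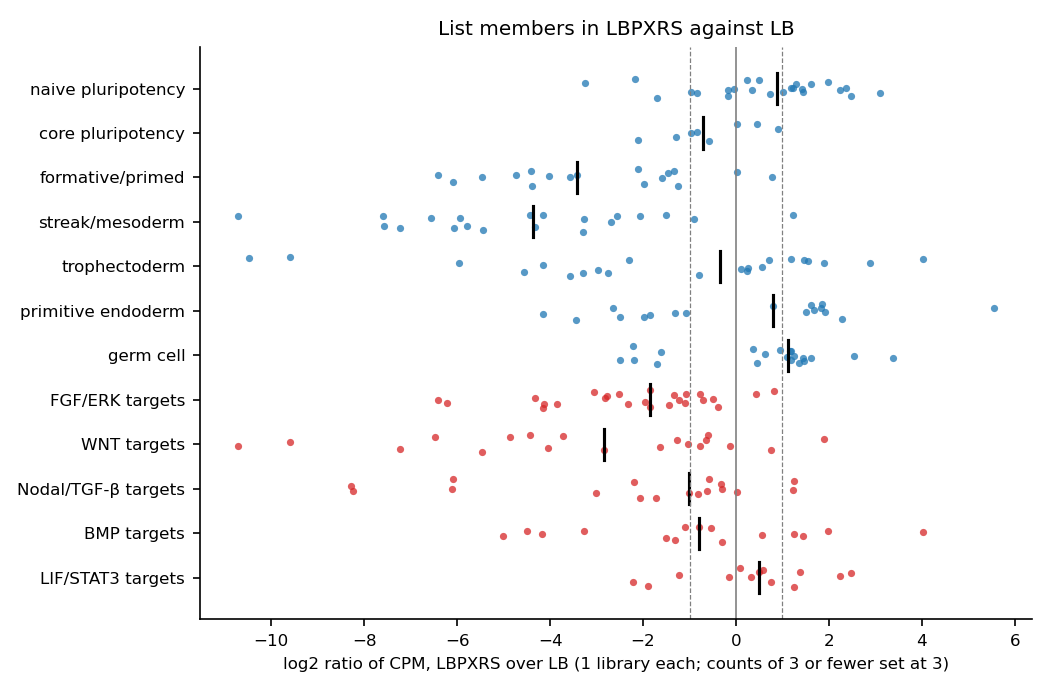
Log2 ratio of CPM in LBPXRS over LB (x axis) for each measured member of 12 gene lists (y axis); blue points are state markers, red points pathway targets, black bars list medians, and dashed lines mark 2-fold. The medians run from −4.38 for streak/mesoderm to 1.13 for germ cell markers, with 1 library per condition.

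Naive pluripotency markers had a higher median in LBPXRS than in the whole LB library, and formative and streak markers a lower one. Of 24 measured naive markers 12 were at least 2-fold higher and 3 at least 2-fold lower, with a median log2 ratio of 0.87 above all random lists. Jam2 was 8.56-fold higher (8.23 to 8.91), Esrrb 2.72-fold (2.53 to 2.92), Nanog 2.36-fold (2.26 to 2.45) and Prdm14 2.26-fold (1.92 to 2.66) higher. Zfp42 (Rex1) was at 404 CPM in LB and 515 CPM in LBPXRS and Klf2 at 285 and 337 CPM; both genes lie on chromosome 8. The members at least 2-fold lower were Dppa2, 9.50-fold lower (8.01 to 11.3), Utf1, 4.50-fold lower (4.34 to 4.66), and Dppa3 (Stella), 3.24-fold lower (3.07 to 3.41). Of 8 core pluripotency genes 0 were at least 2-fold higher and 2 at least 2-fold lower (median −0.70). Pou5f1 (Oct4) was 1.38-fold higher (1.36 to 1.39) and Sox2 1.88-fold higher (1.82 to 1.94), whereas Lin28a, an RNA-binding repressor of let-7, was 4.29-fold lower and L1td1 2.43-fold lower (2.31 to 2.56). Of 17 formative and primed markers 15 were at least 2-fold lower and 0 higher (median −3.41). The de novo DNA methyltransferase gene Dnmt3b was 21.0-fold lower (18.6 to 23.8), and Fgf5, a marker of the primed epiblast, had 227 UMIs in LB and 1 in LBPXRS. Otx2, also in this list, did not differ within counting error (38.0 and 38.4 CPM, ratio 1.01, 0.945 to 1.08). Of 20 streak and mesoderm markers 18 were at least 2-fold lower and 1 higher (median −4.38), among them T and Evx1, with 512 UMIs against 0. Against the 758 naive-like LB cells alone, 5 of the 24 naive markers were at least 2-fold higher (Fgf4, Jam2, Klf4, Tbx3 and Tfcp2l1) and 6 at least 2-fold lower, with a median of 0.10 (percentile 83.2). Of the 15 formative and 18 streak markers, 5 and 3 were still at least 2-fold lower, and 4 and 0 after the same background was subtracted, T being removed by construction. Of the 14 formative markers measured against the naive-like LB cells 1 was higher and 5 lower, with a median of −0.90. Of the 6 streak markers measured in that comparison 2 were higher and 3 lower, with a median of −0.65 (percentile 3.87).

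Markers of extraembryonic lineages were divided when set against the whole LB library. In the trophectoderm list 10 of 22 measured members were at least 2-fold lower and 6 higher (median −0.34, percentile 13.0). The sign of this median was not stable: it was 0.10 at a floor of 5 CPM, 0.18 without the genes of chromosomes 8, 11 and Y, and 0.11, with 7 members higher and 5 lower, against the naive-like LB cells alone. Hand1, Cdx2 and the keratin gene Krt8 (17.9-fold, 16.4 to 19.6) were lower, and Gata2, Fabp3 (7.39-fold, 7.18 to 7.60), Ascl2 and Esx1 (2.93-fold, 2.41 to 3.58) higher. Hand1 was also carried by a streak/mesoderm-like LB cluster, and Cdx2 was not among the raised markers of the trophectoderm-like LB cluster (below). The lower levels of these 2 genes therefore need not reflect trophectoderm-like cells. In the primitive endoderm list 8 of 17 were higher and 8 lower (median 0.79, which turned to −1.20 without the genes of chromosomes 8, 11 and Y). Against the naive-like LB cells alone 10 were higher and 0 lower (median 1.47). The members of highest ratio were the collagen gene Col4a2 (4.85-fold, 4.17 to 5.67) and the proteoglycan gene Srgn (47.1-fold, 29.6 to 79.8), while the lineage regulators Gata6 and Gata4 were lower, at 3.80 and 2.68 CPM in LB and 0.674 and 1.07 CPM in LBPXRS, and Sox17 stayed below 1 CPM in both libraries. Of 20 measured germ cell markers 11 were at least 2-fold higher and 5 lower (median 1.13, above all random lists). Against the naive-like LB cells alone 3 were higher and 5 lower (median 0.38, percentile 90.6). Dazl, an RNA-binding protein gene, was 10.4-fold higher (8.71 to 12.5) and the meiotic gene Taf7l 5.78-fold higher, whereas the specification genes Prdm1 and Nanos3 were 4.67-fold (3.69 to 5.97) and 5.67-fold (4.25 to 7.67) lower.

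Genes that define the 2-cell-like (2C-like) state, the in vitro state that resembles totipotent blastomeres, were for the most part not detected: 33 of the 47 in the matrices had no UMI in either library. The 5 Zscan4 genes in the matrices and Zfp352 had 0 UMIs among the kept cells of both libraries, which sets an upper limit of 0.0674 CPM per gene in LB and 0.0595 CPM in LBPXRS. A further 5 list genes had 1 to 3 UMIs at most per library, 8 in all. Sp110 had 32 UMIs in LB and 2 in LBPXRS, Gm7102 had 6 and 9, and Arg2 had 3 and 5; these 3 genes were named after their values were seen. After each cell was thinned to 11000 UMIs, 0 of 1617 LB cells and 0 of 2405 LBPXRS cells had a Zscan4 UMI, which allows shares of cells with a UMI of up to 0.186% and 0.125%. Without thinning the limits were 0.171% of 1754 cells and 0.114% of 2638 cells. No cluster met the criteria for a 2C-like name. The 6 list genes with at least 1 CPM were genes that other ES cell states also express: Tbx3, a naive factor, was 3.95-fold higher in LBPXRS, Rnf128 and Eif4e3 were lower, at 11.9 and 4.16 CPM in LB and 2.40 and 0.139 CPM in LBPXRS, and the other 3 were within 2-fold. Several Zscan4 copies are nearly identical, so reads from them could have been left uncounted. The tested 3′ windows of Zfp352 were all unique among annotated transcripts. Copies elsewhere in the genome were not searched, so uncounted reads are not excluded for Zfp352 either.

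Klf4, Tbx3 and Zfp42 were seen in more LBPXRS cells, and T, Cdx2, Id1 and the naive marker Dppa3 in fewer. Thinning left out 137 LB and 233 LBPXRS cells of lower depth. Klf4 was seen in 24.6% of LB cells (22.5 to 26.8) and 80.7% of LBPXRS cells (79.1 to 82.3), Tbx3 in 18.6% (16.7 to 20.5) and 60.5% (58.6 to 62.5), and Zfp42 in 56.1% (53.6 to 58.5) and 96.7% (95.9 to 97.4). Unthinned, the Klf4 shares were 36.2% and 86.8%, the Tbx3 shares 29.8% and 74.1% and the Zfp42 shares 66.8% and 97.7%. T was seen in 24.8% of LB cells (22.7 to 27.0) and in 1 of 2405 LBPXRS cells, Cdx2 in 16.1% (261 of 1617) and 0 LBPXRS cells (which allows up to 0.125%), and Id1 in 49.1% (46.6 to 51.6) and 9.73% of cells; the unthinned shares were 29.2%, 19.6% and 62.4% in LB and 0.114%, 0.0379% and 15.2% in LBPXRS. Dppa3 was seen in 42.7% of LB cells (40.3 to 45.2) and 27.0% of LBPXRS cells (25.3 to 28.8), or 52.9% and 36.3% without thinning. Gata2 was seen in 1.24% of LB cells (0.757 to 1.90) and 14.2% of LBPXRS cells (12.8 to 15.6), or 3.02% and 17.8% without thinning. For comparison, shares within LB clusters were taken without thinning. T was found in 6.60%, Cdx2 in 1.32% and Gata2 in 2.37% of the naive-like cells of the LB library, with a median of 27285.5 UMIs. In the streak/mesoderm-like cells of cluster 8, with a median of 21850.5 UMIs, T was found in 89.7%. Free RNA, low expression and misplaced cells were not told apart in the naive-like cells.

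**Figure D2:**
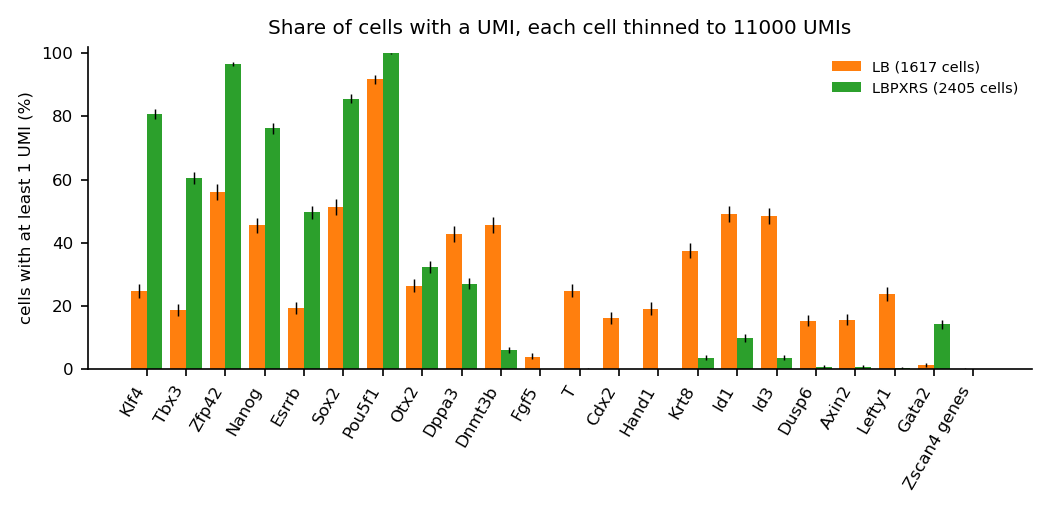
Percentage of cells with at least 1 UMI of each gene (y axis) in LB (1617 cells) and LBPXRS (2405 cells) after each cell was thinned to 11000 UMIs; error bars are exact binomial 95% intervals, which cover counting error only. Klf4 is at 24.6% in LB and 80.7% in LBPXRS, T at 24.8% and 0.0416%, and the Zscan4 genes at 0 in both.

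The LB library held cells with naive, formative, streak/mesoderm and trophectoderm markers in separate clusters. Joint clustering gave 14 clusters, and each was made up almost wholly of cells of 1 library, so clusters are described within a library and their sizes are not compared. A cluster of 1 library may be that library and not a type. In LB, cluster 1 held 43.2% of the 1754 cells (40.9 to 45.6) and was naive-like: 20 of its 24 detected naive markers were at least 2-fold above the other LB cells, and its leading genes included Tcl1, Arl14epl and Phf11d. Its cells are the naive-like LB cells of the comparisons above. The naive-like share was lower, outside this interval, under several other clustering settings (below), so the interval does not cover the choice of settings. Clusters 7 and 8 held 333 and 272 LB cells, 34.5% together (32.3 to 36.8), and were streak/mesoderm-like, with 14 and 9 markers. Their joint share was 22.3% at clustering resolution 2. Cluster 7 was led by Prdm6, Nrp1, Adgra2, Pitx1 and Foxf1, carried Hand1 at 370 CPM, and had fibroblast and feeder genes as its second marker class, with 6 members. Cluster 8 was led by Sprr2a3, Ptgs1, T, Isg15 and Sp8, and its 10 leading genes held 1 streak marker, T, and 4 interferon-inducible genes, Isg15, Rtp4, Isg20 and Ifi27l2a, the last 3 named after their values were seen. Cluster 9 held 14.4% (12.8 to 16.1) and was formative-like, led by Fgf5, Pim2, Ccdc194, Tmem54 and Dnmt3b. Cluster 10 held 4.45% of LB cells (3.53 to 5.52) and 4 LBPXRS cells. It was trophectoderm-like by 14 of 24 detected markers, Cdx2 not among the 14, with Esx1 and the chemokine genes Ccl2 and Cxcl10 among its leading genes. Surface ectoderm and amnion genes were its second marker class, with 3 members. This cluster depended on the settings: no LB cluster had the name at resolution 0.5 or with 15 principal components. Cluster 12, 3.42% of LB cells, had 6.90% mitochondrial UMIs and no name.

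**Figure D3:**
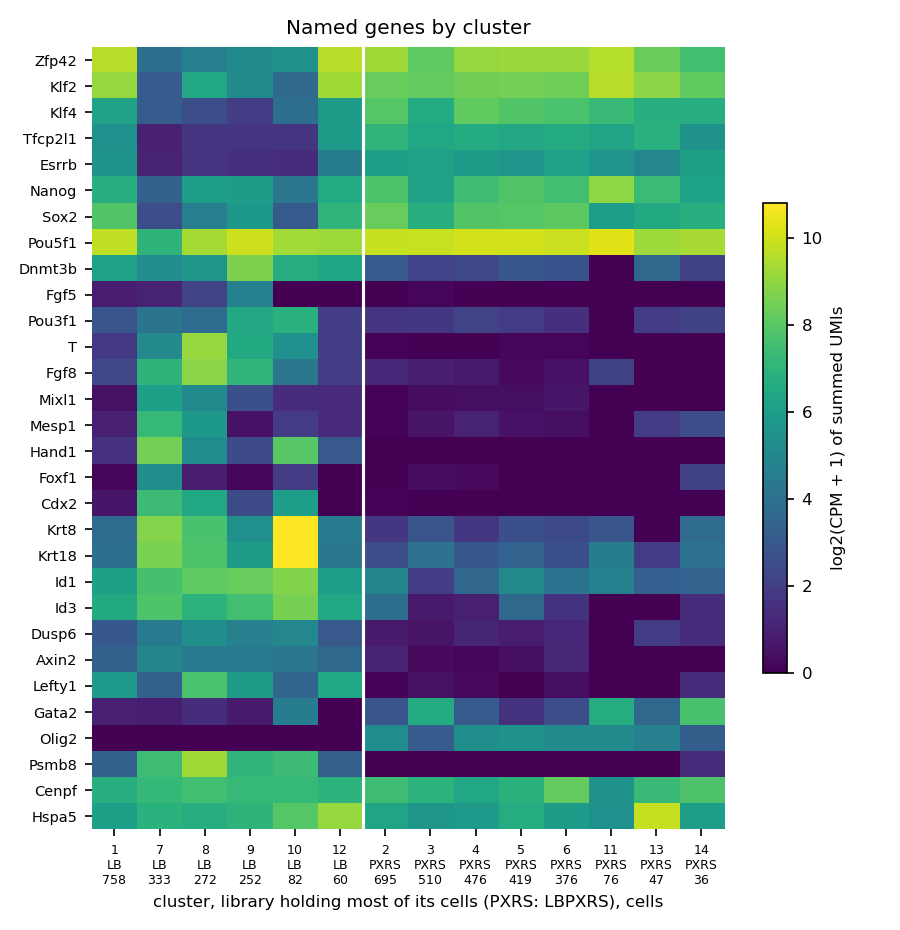
Expression of named genes (y axis) as log2(CPM + 1) of UMIs summed over the cells of each of 14 clusters (x axis, with the library that holds most of the cluster's cells and the number of cells). The white line parts the 6 LB clusters from the 8 LBPXRS clusters; Krt8 peaks in cluster 10 at 1758 CPM and T in cluster 8 at 561 CPM.

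In LBPXRS, names were set by contrast with other cells of the same library, so a state shared by most of its cells gets no name, and none of its 8 clusters had one. Clusters 2, 4, 5 and 6 held 695, 476, 419 and 376 of its 2638 cells. Their leading genes were at most 4.41-fold above the rest of the library: Rtkn, Serpine2 and Cryab in cluster 2, Tac2, Reep6 and Atp1b2 in cluster 4, Rhox6, Id1 and Rhox9 in cluster 5, and Cenpl, Pif1, Zbed3, Nusap1 and Cenpf in cluster 6. Cluster 3 held 19.3% (17.8 to 20.9) and was led by Gata2, Dusp4, Bhlhe41, Ankrd33b and Aqp3. The FGF/ERK member Dusp4 stood at 43.1 CPM in cluster 3 and 4.95 CPM in the other LBPXRS cells, against 26.4 CPM in the LB library. Its lower level in the whole LBPXRS library is thus an average over unlike cells. The Gata2 level of cluster 3 was 99.5 CPM (93.5 to 106) against 9.44 CPM in the other LBPXRS cells, with Nanog at 73.6 CPM and Sox2 at 110 CPM. It carried Gata2, Fabp3 and Cldn4, the last named after its value was seen, at least 2-fold up, 3 of 18 detected trophectoderm markers, and a threshold of 25% of detected markers, set after the data were seen, kept it out of that class. Clusters 11 and 14, 2.84% and 1.36% of LBPXRS cells, had medians of 0.0397% and 0.0467% mitochondrial UMIs, and cluster 11 had a median of 3228 UMIs. Cluster 13, 1.78% of cells, had 7.10% mitochondrial UMIs and was led by Gla, Pmel, Fgg and Hspa5.

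Genes of metabolism, stress and epigenetic control differed by list. Of 21 glycolysis genes 8 were at least 2-fold lower in LBPXRS and 1 higher (median −0.61, percentile 0.08). The lactate exporter gene Slc16a3 was 15.1-fold lower (13.7 to 16.6) and the glucose transporter gene Slc2a1 5.07-fold lower (4.73 to 5.45), while Hk1 was 3.07-fold higher (2.74 to 3.44). Of 31 nuclear oxidative phosphorylation genes 0 were 2-fold different in either direction (median −0.09), and of 13 mitochondrially encoded genes 1 was, mt-Nd6. In the cholesterol and lipid synthesis list 9 of 24 were lower and 0 higher (median −0.78, percentile 0.01), a shift that was not seen against the naive-like LB cells alone (1 higher, 1 lower, median −0.04). Against the whole LB library, the fatty acid synthase gene Fasn was 3.53-fold and the sterol carrier gene Stard4 2.95-fold lower. Of 22 unfolded protein and integrated stress response genes 6 were higher and 0 lower (median 0.36, percentile 99.9). The members of highest ratio were Ddit3, 8.95-fold higher (8.25 to 9.71), and Trib3, 4.08-fold higher (3.77 to 4.41). The chaperone gene Hspa5 stood at 106 CPM in LB and 76.3 CPM in LBPXRS. Immediate early and heat shock genes were lower in 10 of 18 cases and higher in 0 (median −1.08), with Jun 7.93-fold lower (6.67 to 9.49). Against the naive-like LB cells alone 7 of 17 were lower and 1 higher (median −0.44). Among 12 DNA methylation genes 3 were lower and 2 higher. Dnmt3a was 4.31-fold lower (3.80 to 4.90) and Dnmt3l 2.36-fold lower (2.15 to 2.60) beside Dnmt3b, and Tet2 was 3.69-fold higher (3.25 to 4.20) and Zfp57, which protects imprints, 2.94-fold higher (2.80 to 3.10). Of 21 imprinted and related genes 13 were lower and 2 higher (median −1.50, below all random lists), with H19 99.3-fold lower (79.2 to 126) and Peg10 90.0-fold lower (66.2 to 126). Set against the naive-like LB cells alone, 9 of 20 were lower and 2 higher (median −0.72).

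Of 25 matrix and integrin genes 7 were higher and 6 lower than in the whole LB library, and against the naive-like LB cells alone 7 were higher and 0 lower (median 0.75). Fn1, the gene of the coating protein used for LBPXRS, was at 139 CPM in LB and 108 CPM in LBPXRS, Col4a2 was among the higher members, the actin-associated gene Zyx was 6.12-fold lower (5.46 to 6.88), and the hyaluronan receptor gene Cd44 had 179 UMIs in LB and 1 in LBPXRS. Cell cycle lists differed little: 2 of 36 S-phase genes and 1 of 40 G2/M genes were at least 2-fold lower and 0 were higher. Of 19 p53 targets 2 were lower and 1 higher, with Cdkn1a less than 2-fold apart. Fibroblast and feeder markers were lower in 8 of 10 cases and higher in 0 (median −2.31), against 3 of 7 lower and 2 higher (median −0.80) when set against the naive-like LB cells alone. Neuroectoderm markers were lower in 4 of 7 and higher in 1, surface ectoderm and amnion markers lower in 3 of 7 and higher in 1, and blood and endothelium markers higher in 2 of 4 and lower in 0, with a median of 0.59 that turned to −0.60 with no CPM floor. The 15 housekeeping genes had a median of −0.46, which was −0.01 against the naive-like LB cells alone, and Ppia, on chromosome 11, was at 5824 CPM in LB and 2911 CPM in LBPXRS.

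Genes of chromosomes 8 and 11 were lower in LBPXRS as sets. Over 452 genes of chromosome 8 the median log2 ratio, relative to the other autosomes, was −0.53, and over 696 genes of chromosome 11 it was −0.55, below all 10000 random gene sets of the same size, while the other autosomes and X lay between −0.11 and 0.12. Positions are those of the GENCODE vM21 annotation of GRCm38. Of the genes named above, Hand1, Axin2, Znrf3, Slc16a3, Fasn, Socs3, Wnt3, Ppia, Atp1b2 and Ccl2 lie on chromosome 11. Klf2, Zfp42, Nanos3, Col4a2, Dusp4, Foxf1, Nrp1, Adgra2 and Ccdc194 lie on chromosome 8. Over 7 Y-linked genes LB held 2950 UMIs, in 66.2% of its cells, and LBPXRS 1 UMI. Gm47283, a Y-annotated gene outside these 7 and chosen with them after their values were seen, stood at 193 CPM in LB and 384 CPM in LBPXRS.

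**Figure D4:**
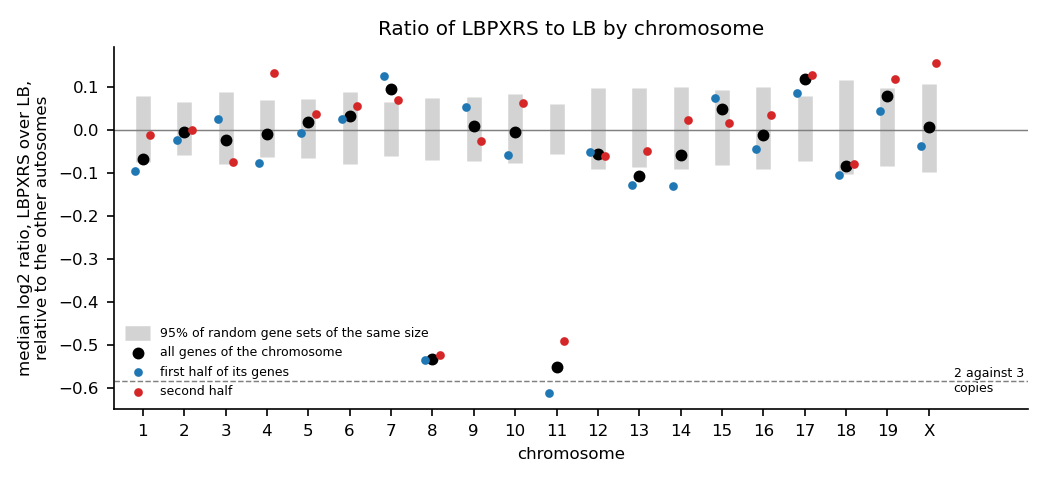
Median log2 ratio of LBPXRS over LB for the genes of each chromosome, relative to the autosomes other than 8 and 11 (y axis); black points are whole chromosomes, blue and red points the first and second part of their genes, and grey bars the range of 95% of random gene sets. Chromosomes 8 and 11 lie at −0.53 and −0.55, near the dashed line at −0.58 (the log2 of 2 over 3 copies), and the others between −0.11 and 0.12.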

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

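The alternatives without low-mitochondrial cells and without the genes of chromosomes 8, 11 and Y were chosen after the result was seen. Of 22 values for the genome-wide gene counts 16 were within 1.5 times the reported count, and 621 of 682 list counts likewise. Of 341 list medians 259 were counted as unchanged within a set margin, 78 as moved and 4 as reversed. The size of the margin is not given here. The 4 are changes of sign, but other changes of sign can exist, since small medians can change sign without being counted as reversed. For example, scaling by the median of ratios adds 0.152 to each log2 ratio. That is more than the size of the nuclear oxidative phosphorylation median of −0.09. The 1650 genes at least 2-fold higher in LBPXRS and the 2175 genes at least 2-fold lower in LBPXRS became 928 and 1241 at a floor of 5 CPM, 2603 and 3488 with no floor, and 2630 and 3871 at 1.5-fold, because these settings admit fewer or more genes. At 5 CPM, the lower 2C-like members were 1, the lower primitive endoderm members 4 and the higher Nodal/TGF-β members 1. At 1.5-fold, 5 naive markers were lower and 1 formative, 1 FGF/ERK and 2 WNT members higher. Without chromosomes 8, 11 and Y, 5 primitive endoderm members were higher.

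The trophectoderm median of −0.34 became 0.10 at 5 CPM and 0.18 without chromosomes 8, 11 and Y. The blood and endothelium median became −0.60 with no floor and the primitive endoderm median −1.20 without chromosomes 8, 11 and Y. Fewer or more members enter under these settings; beyond that the cause was not tested.

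Of 98 cluster shares 76 were unchanged within counting error. Most of the 98 were set against a share of 0 in the main clustering, so this count overstates how stable the named clusters were. Every share above 0 in the main clustering moved under several settings. The LB formative-like share became 17.4% at resolution 0.5, 17.1% with 15 principal components and 16.5% with 1000 variable genes. The LB trophectoderm-like share became 0% at resolution 0.5 and with 15 components, 2.85% at resolution 2 and 3.08% when each library was clustered alone. The LB naive-like share became 30.3% at resolution 2, 35.5% with 1000 variable genes, 34.7% without cell cycle genes and 30.05% alone. The LB streak-like share became 22.3% at resolution 2, 22.5% with 15 components and 23.4% alone. A germ cell-like LB share of 3.48% appeared with 15 components, without cell cycle genes and alone, and one of 5.21% in LBPXRS without doublet removal. In LBPXRS, the formative-like share became 0.152% at resolution 0.5, and the trophectoderm-like share 0% at resolution 0.5, with 15 components and alone. The cause was not tested.

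Of 392 shares of cells with a UMI, 157 moved: 75 without thinning, of which 74 were higher, and 78 at the lower depth of 5500 UMIs, all lower, since deeper cells show more genes. No paired analysis was possible because each condition had 1 library.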

Other observations

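The interferon list, the Ftl1 pair, the X chromosome test, the copy number test, the label swap test, the test of the left-out barcodes and the tests against LB cluster 1 were chosen after the result was seen. An interferon list drawn up from genes already seen to be low had 39 measured genes, of which 30 were at least 2-fold lower in LBPXRS and 0 higher. Without the 7 genes that led to the list, 23 of 32 were lower and 0 higher (median log2 −3.15), and against LB cluster 1 alone 13 of 27 were lower and 1 higher. Psmb8 was at 622 CPM in LB cluster 8 and 9.27 CPM in LB cluster 1. Ftl1-ps1, a near-identical copy of the ferritin light chain gene Ftl1, took 47.6% (47.4 to 47.7) of the UMIs of the pair in LB and 0.409% (0.396 to 0.422) in LBPXRS.

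Genes of chromosomes 8 and 11 were lower in LBPXRS, and 7 Y-linked genes had 2950 UMIs in LB and 1 in LBPXRS. A mix of cell states in LB was argued against, since LB clusters of at least 100 cells differed from LB cluster 1 by at most 0.0399 on these chromosomes. Smaller LB clusters were not compared. Cells with 2 active X chromosomes in LBPXRS were argued against by X-linked genes, at 0.00501 relative to the autosomes. A difference in copy number is a candidate explanation: the log2 ratio of LBPXRS over each LB cluster of at least 100 cells was −0.52 or further from 0 on both chromosomes. A swap of the 2 labels would reverse the direction of this pattern and could not produce it. Such a swap was argued against by the 19 FGF/ERK members that were lower, and 0 higher, in the library labelled with the MEK inhibitor. That count does not bear on the cause of the chromosome pattern. Over all 9 clusters of at least 100 cells, each set against the whole other library, the values lay between −0.60 and −0.52. The share of Ftl1-ps1 in its pair, given above, differed as well. Over the first and second part of the genes, chromosome 8 lay at −0.54 and −0.52. Chromosome 11 lay at −0.61 and −0.49. The 7 Y-linked genes had 1 UMI in LBPXRS where 3343 would be expected at the LB level. These values argue against changed expression of a few genes under treatment or coating as the cause of this pattern. Other effects of treatment or coating, another sub-line of the cells and a sample from outside the pair were not tested and stay open. Differences between the libraries, also in pathway targets and state markers, could therefore in part be differences between cell populations that preceded the treatment.

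Neither library held a UMI of the Zscan4 genes or Zfp352. Of their 91-base windows in the last 500 bases, Zfp352, Zscan4c and Zscan4d had 100%, 62.0% and 75.9% unique among annotated transcripts. This argued against reads shared between annotated copies as the whole cause for these genes. Zscan4b, Zscan4e and Zscan4f had 0%, 0% and 21.0%, so shared reads stay open for them. Over the list 23 genes without UMIs had over 50% unique, which does not bear on reads lost from other genes. Copies outside annotated transcripts were not searched. Removal by the cell filter was argued against, as all deposited barcodes together held 0 UMIs of these genes. The count of 0 limits cells with a UMI of these genes, not cells in a 2C-like state, and no biological explanation was tested.

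Part of the difference in state markers may reflect the mix of states in LB. Against LB cluster 1 alone, 7 of the 12 higher naive members were no longer at least 2-fold higher and 15 of the 18 lower streak members no longer at least 2-fold lower, 14 of them because both sides were under 1 CPM. LB cells outside cluster 1 were argued against as the whole cause for the 5 naive members that stayed higher and the 15 FGF/ERK members that stayed lower. These counts held after all T UMIs of cluster 1 (background of 2.53% of UMIs) were subtracted as free RNA. The naive-like share was lower under several other clustering settings, so cluster 1 may itself hold other cells. A mix within it was not tested. Of the 3 streak members that stayed lower before this step 0 did so after it, T by construction and Fgf8 and Eomes by their values, so the mix and free RNA stay open for them. Cluster 1 was itself picked by naive expression, so this comparison is not independent of the markers, and treatment, coating and a difference between cell populations stay open.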
